A study of Mus musculus with 30 samples.

How the data were processed

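Mouse R1 embryonic stem cells (ESC) kept undifferentiated with LIF, the cytokine that maintains them, were compared with embryoid bodies (EB), aggregates grown without LIF for 5 days. Per the labels, ribosomes were arrested on mRNAs by a 15 min exposure to cycloheximide (150 ug/ml). Cytoplasmic lysate was separated on a sucrose gradient and 12 fractions were combined into 4 pools. RNA of each pool and of unfractionated lysate was measured on Affymetrix mouse expression arrays, from 2.5 ug each. Each of 3 cultures per state gave 4 pool arrays and 1 array of unfractionated (total) RNA, 30 arrays in all. The labels do not state from which end of the gradient pool 1 was taken, so pools are named by number.

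The deposited values were log2 signals for 45101 probe sets. The authors' processing notes name MAS5 and affy without versions, roles or settings. From the values, each deposited array was scaled to the Bacillus spike-in controls, RNAs added to a sample in a known amount: 24 spike-in probe sets had a mean log2 value between 9.43 and 9.78 on every array, while 18 hybridisation controls ranged from 9.6 to 13.91. The step at which the spike-in RNA was added is not stated. Pool arrays had a floor shared by the 8 arrays of a replicate number, at which 18.3% to 59.1% of probe sets lay, and total RNA arrays had none. Deviations from the group mean of cultures with the same replicate number correlated across genes at 0.54, 0.32 and 0.34 in pool 1 and 0.34, 0.14 and 0.15 in pool 2, so numbers pair the cultures there by the rule that every pair exceed 0.1; the shared floor is the only sign of where the pairing comes from. The design had assumed before the data were examined that each array was scaled on its own, which the spike-in scaling contradicts, so values relative to all genes were added beside the deposited ones throughout.

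Probe sets were named from the reference table of the array's genes: 34945 had 1 symbol, 932 several and 9160 none, and 64 were controls. An Entrez identifier matched the gene reference for 34754 probe sets and did not match it for 204, and no symbol was replaced. These counts do not cover all named probe sets. No genome came with the data, so no coordinates are given. Deposited values were returned to linear signal, 32 was added, and log2 was taken again. The 40% of probe sets with the lowest mean were dropped, and each gene was represented by the probe set with the highest mean over the 30 arrays, which left 13250 genes. Of 135 genes named by the rule below, 81 had several probe sets.

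The pool ratio of a gene in a culture was the mean log2 value of pools 3 and 4 minus that of pools 1 and 2. Each array was made from 2.5 ug, and the RNA yields of the pools were not used. Ratios, sums and shares over pools therefore compare array signals, which need not equal the amounts of mRNA in the gradient. An mRNA is said to lie toward certain pools in that sense only. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the 13250 genes of a fit and a threshold of 0.05; a gene past it is called. The fits were total RNA EB minus ESC, the pool ratio EB minus ESC, the pool ratio within each state against 0, and each pool EB minus ESC. In the deposited ratio fits limma gave all genes the same SE, 0.237 for a difference and 0.168 within a state. Their p-values ignore a gene's own spread. Single values per culture were compared with exact two-sided permutation tests, which with 3 cultures against 3 cannot give a p below 0.1.

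Changes are given on the deposited scale and, as a companion, after quantile normalization over the arrays of the fit, which gives every array the same distribution; such values are called relative to all genes. The 19 gene lists covered pluripotency, LIF-STAT3 targets, primed epiblast, primitive streak and mesoderm, heart and blood, endoderm, neural genes, fibroblast and matrix genes, cytosolic and mitochondrial ribosomal proteins, other TOP mRNAs (mRNAs with a 5' terminal oligopyrimidine tract), translation initiation and the mTOR pathway, uORF and stress-response mRNAs, oxidative phosphorylation, glycolysis, cell cycle, chromatin regulators, signalling ligands and receptors, and long noncoding RNAs. They were tested with limma's camera with a preset correlation of 0.01, and with an estimated correlation as a check, adjusted over the 19 lists of a fit. Camera compares a list with all other genes, so a list whose genes rose less than the rest is called lower. Medians were also set against those of 10000 random lists matched on mean level, within each state only after seeing the data. The lists, fits, alternative settings and the rule for named genes were fixed before the data were examined.

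The rule named, for total RNA and for the pool ratio EB minus ESC, the 6 highest and 6 lowest genes among those called with no overlap between the 3 EB and 3 ESC values, and up to 3 called members per list with the largest absolute difference. Within a state it named the 5 highest and 5 lowest called genes. Pou5f1, Nanog, Sox2, Atf5, Dcc and Wnt1 were always included. Wnt1 did not pass the filter on dim probe sets and was not tested.

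The steps were tested on simulated independent genes with the spread of these arrays, 200 of 13250 changed. In the total RNA fit 64% of changes of 1 log2 unit and 94% of changes of 2 were recovered, with 8 false calls. The pool ratio EB minus ESC recovered 49% and 92% with 5 false calls, and the ratio within a state 91% and 100% with 8. Pools 1 to 4 recovered 1% and 43%, 0% and 24%, 0% and 49%, and 69% and 95%, with 1, 0, 0 and 9 false calls. Camera called 7 of 7 raised lists and 0 of 133 unchanged ones, which leaves correlated lists untested. For arrays the number of cultures limits the precision.

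Other settings chosen in advance were offsets of 1 and 128, quantile normalization, median centring, no filter on dim probe sets, the mean of a gene's probe sets, leaving out each replicate, the replicate number as a block, all 30 arrays sharing a spread, the slope over pools, pool 4 minus pool 1, and the 24 pool arrays with the culture as a random block. Chosen after seeing the data were scaling of arrays before the offset on the brightest genes, scaling on the hybridisation controls, a ratio without pool 2, a variance per gene without moderation, quantile normalization for the gene lists, leaving out replicates for single values, and 5 further gene lists. No sample was left out of the main results.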

Results

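Transcript levels were measured on 30 arrays in 10 groups of 3 cultures each: ESC and day-5 EB, each as total RNA and as gradient pools 1 to 4. Mean linear signal, relative to the spike-in RNAs, ranged from 72.4 to 577.8 over the arrays. Replicate arrays within a group had correlations across genes of at least 0.817. In EB pool 2, replicate 3 stood apart from the other arrays of its group (r = 0.838, hybridisation controls at 13.91), and in ESC pool 2, replicate 3 had the highest 3' to 5' log2 ratio of the dap spike-in, 2.52.

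Total RNA was compared to ask how transcript abundance differed between day-5 EB and ESC. Dazl, an RNA-binding protein of germ cells, rose by 3.99 ± 0.15 (log2, SE, n = 3 per state, adjusted p = 2.36e-06) and by 2.88 ± 0.12 relative to all genes. Ccn2, a matrix-associated signalling protein, rose by 3.46 ± 0.14, and Ndrg1, a gene induced by hypoxia and differentiation, by 3.39 ± 0.17. Jun, a subunit of the AP-1 transcription factor, Otx2, a transcription factor of the epiblast and anterior neural tissue, and Id3, a target of BMP signalling, rose by 3.22 ± 0.21, 3.06 ± 0.16 and 2.98 ± 0.15. Relative to all genes these 5 rose by 2.27, 2.19, 2.09, 1.85 and 1.74. Socs3, the feedback inhibitor of LIF-STAT3 signalling, fell, with a difference of -2.87 ± 0.20 (adjusted p = 1.21e-05) and of -4.01 ± 0.17 relative to all genes. The homeobox gene Gbx2, the NF-kB cofactor Bcl3, the GTPase gene Mras, the activin subunit gene Inhbb and the scaffold gene Ahnak also fell, with differences of -1.65, -1.50, -1.32, -1.28 and -1.26, and of -2.63, -2.44, -2.34, -2.45 and -2.21 relative to all genes.

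Nanog, a core transcription factor of pluripotency, rose by 1.64 ± 0.14 (adjusted p = 1.68e-05) and by 0.53 relative to all genes. Sox2, its partner in the same network, rose by 1.04 ± 0.17, but its difference was 0.02 relative to all genes, -0.04 after median centring and -0.30 with arrays scaled before the offset. Pou5f1, which encodes Oct4, rose by 0.79 ± 0.15 (adjusted p = 0.000795) on the deposited scale and lay at -0.30 relative to all genes, -0.29 after median centring and -0.04 on the hybridisation controls, not called. With arrays scaled before the offset it was called lower (-0.54, adjusted p = 0.0175). Atf5, a stress-response factor, differed by 0.10 ± 0.23 (adjusted p = 0.69) on the deposited scale, but was called lower relative to all genes (-0.92, adjusted p = 0.0266), after median centring (-0.98, adjusted p = 0.0139) and with arrays scaled before the offset (-0.84, adjusted p = 0.0256). Dcc, a netrin receptor, differed by -0.05 ± 0.36 (adjusted p = 0.896), and by -0.71 relative to all genes (adjusted p = 0.202), not called.

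Of 13250 genes, 10453 rose and 43 fell in EB total RNA, and the median of all genes was 0.96 higher. Relative to all genes, 868 rose and 807 fell, so that the share of risers among called genes was 99.6% on the deposited scale and 51.8% after quantile normalization. Among called genes 10139 had no overlap between EB and ESC arrays, and 10327 of all genes had none, against 10% expected by chance. Genes on an array share its scaling, so this comparison cannot separate changes of single genes from the shift of all genes. Mean signal was 345 ± 38.5 (SD, n = 3) in EB and 154 ± 2.86 in ESC, a ratio of 2.24 (exact two-sided permutation p = 0.1, the smallest 3 against 3 allows). Signs of RNA quality moved with the state: the 3' to 5' log2 ratio of Actb was 3.10 ± 0.287 in ESC and 2.26 ± 0.224 in EB total RNA, and that of Gapdh was 1.27 ± 0.185 and 0.547 ± 0.189 (exact p = 0.1 for each). Hybridisation controls were at 11.4 ± 0.279 in ESC and 12.2 ± 0.445 in EB (exact p = 0.1). When arrays were scaled on these controls, chosen after seeing the data, 2304 genes rose and 104 fell, and 1667 rose and 2718 fell after median centring.

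**Figure D1:**
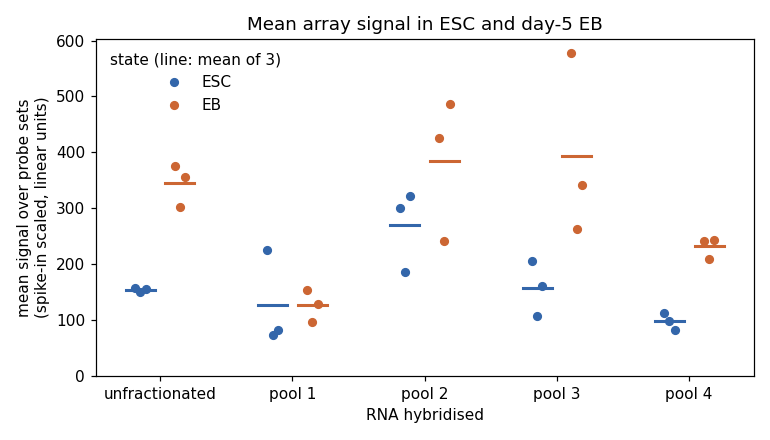
Mean linear signal of each array relative to the spike-in RNAs for total RNA and pools 1 to 4. Points are single cultures, lines are means of 3; in total RNA the 3 EB arrays lie above the 3 ESC arrays (345 against 154 on average), and in pool 1 the states overlap.

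Of 30 tested pluripotency genes 28 rose and 1 fell (28 and 1 adjusted over the list alone), and relative to all genes 9 rose and 5 fell (10 and 8 adjusted over the list alone). Pluripotency medians were 1.15 and 0.00, and -0.11 with arrays scaled before the offset. Its camera call (adjusted p = 0.0199) had adjusted p = 0.754 with an estimated correlation, and its median lay at percentile 38.8 of random lists of like level. The call was lost relative to all genes (camera adjusted p = 0.584). Lefty2, a Nodal antagonist, Dppa3, known as Stella, and Prdm14, a regulator of naive pluripotency and germ cells, rose by 2.85, 2.48 and 2.39, and by 1.61, 1.21 and 1.15 relative to all genes. Of 11 LIF-STAT3 targets 7 rose and 4 fell (7 and 4 adjusted over the list alone), and relative to all genes 0 rose and 7 fell (1 and 7 adjusted over the list alone), with medians of 0.54 and -0.74. Camera placed these targets lower (adjusted p = 2.63e-05, and adjusted p = 0.291 with an estimated correlation), and did so relative to all genes (adjusted p = 0.00021, and adjusted p = 0.219 with an estimated correlation). The median of the LIF-STAT3 list lay at percentile 0 of random lists of like level on both scales. Besides Socs3 and Bcl3, its member Il6st, the shared receptor subunit for LIF, rose by 1.75 and differed by 0.48 relative to all genes, where it was not called. Of 12 primed epiblast genes 9 rose and 0 fell (9 and 0 adjusted over the list alone). Relative to all genes 3 of these genes rose and 3 fell (3 and 4 adjusted over the list alone). Their medians were 0.82 and -0.12 (camera adjusted p = 0.711), at percentile 1.3 and 17.9 of random lists of like level. Otx2 led them, with Lef1, a Wnt effector, at 2.57 and 1.42 relative to all genes, and the DNA methyltransferase gene Dnmt3a at 2.25 and 0.97.

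Of 14 primitive streak and mesoderm genes 4 rose (4 adjusted over the list alone), and relative to all genes 1 rose and 1 fell, with medians of 0.37 and -0.06. The camera call as lower than other genes (adjusted p = 0.00211) had adjusted p = 0.203 with an estimated correlation, and the median lay at percentile 8.3 of random lists. Eomes, a T-box factor of the early streak, rose by 1.80 and 0.74 relative to all genes, Msx2 by 1.37 with 0.58 relative to all genes, and Msx1 by 0.62 with 0.03 relative to all genes and -0.46 after median centring; Msx1 and Msx2 were not called relative to all genes. Of 15 heart and blood genes 5 rose (5 adjusted over the list alone) and relative to all genes 0 rose and 3 fell, with medians of 0.51 and -0.11. Camera placed heart and blood genes lower (adjusted p = 0.000103, and adjusted p = 0.247 with an estimated correlation), which did not hold against random lists of like level (percentile 40.3). The endothelial genes Tek, Flt1 and Etv2 rose by 0.84, 0.79 and 0.77, and stood at 0.32, 0.16 and 0.21 relative to all genes, not called, and at -0.25, -0.29 and -0.32 after median centring. Of 24 endoderm genes 17 rose (17 adjusted over the list alone), and 6 rose and 2 fell relative to all genes (6 and 3 adjusted over the list alone). Endoderm medians were 0.86 and 0.16, and -0.22 after median centring, with camera adjusted p = 0.442. The medians on the deposited scale and relative to all genes lay at percentile 96.7 and 98.6 of random lists of like level. The endocytic adaptor gene Dab2, the transthyretin gene Ttr and the basement membrane collagen gene Col4a1 rose by 2.44, 2.27 and 1.81, and by 1.58, 1.51 and 0.66 relative to all genes. Of 12 neural genes 4 rose and 2 fell (3 and 2 adjusted over the list alone), and relative to all genes 0 rose and 5 fell, with medians of 0.22 and -0.44. Camera placed neural genes lower (adjusted p = 4.05e-07, and adjusted p = 0.0783 with an estimated correlation), and did so relative to all genes (adjusted p = 0.00426, and adjusted p = 0.219 with an estimated correlation). Its member Gbx2 fell, while Tubb3, a neuronal tubulin, and Pax6 rose by 1.26 and 1.04, and differed by 0.03 and 0.43 relative to all genes, not called, and Pax6 by -0.04 after median centring. Of 14 fibroblast and matrix genes 6 rose and 1 fell (6 and 1 adjusted over the list alone), and 2 rose and 3 fell relative to all genes, with medians of 0.41 and -0.31. Camera placed matrix genes lower (adjusted p = 0.00657, and adjusted p = 0.576 with an estimated correlation). Among random lists of like level the neural median lay at percentile 0 on both scales, and the matrix median at 0 and 0.2. Relative to all genes camera did not call the matrix, streak or heart and blood lists (adjusted p = 0.309, 0.402 and 0.182). Besides Ccn2, its relative Ccn1 rose by 2.14 and 0.92 relative to all genes, and the fibronectin gene Fn1 by 1.47 with 0.21 relative to all genes, not called.

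Glycolysis genes rose together: 16 of 16 tested rose (16 adjusted over the list alone), and relative to all genes 6 rose and 1 fell (9 and 1 adjusted over the list alone), with medians of 1.52 and 0.41 and a median above 0 under all 5 scalings. Camera called the list on both scales (adjusted p = 0.00657 and 0.00722), with adjusted p = 0.69 and 0.331 with an estimated correlation, and its median lay at percentile 100 of random lists. The pyruvate kinase gene Pkm, the phosphofructokinase gene Pfkl and the lactate exporter gene Slc16a3 rose by 2.03, 1.94 and 1.83, and stood at 0.93, 0.73 and 0.80 relative to all genes, where Slc16a3 was not called. Of 71 oxidative phosphorylation genes 70 rose (71 adjusted over the list alone), but relative to all genes 0 rose and 17 fell (1 and 27 adjusted over the list alone), with medians of 0.87 and -0.25. Camera placed the respiratory genes lower relative to all genes (adjusted p = 2.07e-06, and adjusted p = 0.313 with an estimated correlation). Their median lay at percentile 0 of random lists of like level on both scales. Ndufs3, Sdha and Sdhd, subunits of complexes of the respiratory chain, rose by 1.60, 1.51 and 1.38 and stood at 0.37, 0.23 and 0.09 relative to all genes, not called. Of 76 mitochondrial ribosomal protein genes 75 rose (75 adjusted over the list alone), and 1 rose and 10 fell relative to all genes (1 and 12 adjusted over the list alone), with medians of 1.09 and -0.14. Camera placed them higher on the deposited scale (adjusted p = 0.00265) and lower relative to all genes (adjusted p = 0.00435), with adjusted p = 0.754 and 0.322 with an estimated correlation. Among random lists of like level their median lay low on both scales, at percentile 0.4 and 0.2. Mrpl17 rose by 1.87 and 0.67 relative to all genes, and Mrpl48 and Mrps31 by 1.59 (0.33 relative to all genes, not called) and 1.58 (0.33, not called).

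Of 43 cytosolic ribosomal protein genes 40 rose (40 adjusted over the list alone), and relative to all genes 0 rose and 2 fell, with medians of 1.00 and 0.03. Under median centring and with arrays scaled before the offset the medians were -0.08 and -0.33 (camera adjusted p = 0.44). Rpl10a, Rpl7 and Rps9 rose by 1.38, 1.27 and 1.24, and stood at 0.39, 0.27 and 0.20 relative to all genes, not called, and, for Rpl7 and Rps9, at -0.07 and -0.10 with arrays scaled before the offset. Of 19 other TOP mRNAs 18 rose and 1 fell (18 and 1 adjusted over the list alone; medians 1.03 and 0.03, and -0.05 after median centring; camera adjusted p = 0.34), and 1 rose and 1 fell relative to all genes. Among them the importin gene Ipo7, Hnrnpa1 and Eif3f rose by 1.58, 1.47 and 1.37, of which Ipo7 also rose relative to all genes, by 0.44, and the others were not called there. Of 36 genes of translation initiation and the mTOR pathway 35 rose (36 adjusted over the list alone), and 4 rose and 3 fell relative to all genes. Translation medians were 1.07 and -0.02, with camera adjusted p = 0.0469, and adjusted p = 0.754 with an estimated correlation (percentile 27.2 of random lists). That call was lost relative to all genes (camera adjusted p = 0.994). Eif2b3 and Eif2b5, subunits of the exchange factor eIF2B, rose by 1.74 and 1.63, and Deptor, an inhibitor of mTOR, by 1.67; relative to all genes Eif2b3 and Deptor rose by 0.46 each and Eif2b5 was not called. Of 19 uORF and stress-response mRNAs 17 rose (17 adjusted over the list alone), and 2 rose and 1 fell relative to all genes. Stress-response medians were 0.99 and -0.12, with camera adjusted p = 0.29. Ppp1r15a, known as GADD34, Azin1 and Uchl1 rose by 2.10, 2.04 and 1.79, and stood at 0.83, 0.77 and 0.51 relative to all genes, where Uchl1 was not called.

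Of 30 cell cycle genes 28 rose (28 adjusted over the list alone), and 6 rose and 3 fell relative to all genes. Cell cycle medians were 1.25 and 0.12, and 0.00 with arrays scaled before the offset, with camera adjusted p = 0.0116, and adjusted p = 0.69 with an estimated correlation (percentile 87.8 of random lists). The mitotic checkpoint gene Bub1, the replication licensing gene Cdc6 and the topoisomerase gene Top2a rose by 2.04, 1.83 and 1.79, and by 0.81, 0.56 and 0.65 relative to all genes. All 32 chromatin regulators tested rose on the deposited scale (32 adjusted over the list alone), and 2 rose and 2 fell relative to all genes. Chromatin medians were 1.21 and 0.03, and -0.06 with arrays scaled before the offset, with camera adjusted p = 0.00265, and adjusted p = 0.69 with an estimated correlation (percentile 59.8 of random lists). Neither the cell cycle nor the chromatin list was called by camera relative to all genes (adjusted p = 0.402 and 0.827). The histone demethylase gene Kdm3a and the Polycomb genes Bmi1 and Suz12 rose by 2.06, 1.80 and 1.68, and stood at 0.82, 0.98 and 0.50 relative to all genes, where Suz12 was not called. Of 33 signalling ligands and receptors 22 rose (22 adjusted over the list alone), and 2 rose and 3 fell relative to all genes (medians 0.61 and -0.09; camera adjusted p = 0.107). Nodal, Notch2 and Bmpr1a rose by 1.99, 1.87 and 1.68, and relative to all genes only Nodal did, by 0.76. Of 13 long noncoding RNAs 6 rose (6 adjusted over the list alone), and relative to all genes 0 rose and 6 fell (1 and 6 adjusted over the list alone), with medians of 0.29 and -0.25. Camera placed these RNAs lower (adjusted p = 0.00203, and adjusted p = 0.429 with an estimated correlation). Their median lay at percentile 0 of random lists of like level, and at 2.3 relative to all genes. Snhg1, Tug1 and Gas5 rose by 1.40, 1.25 and 1.16 on the deposited scale, but Tug1 stood at -0.04 relative to all genes, Gas5 at -0.18 with arrays scaled before the offset, and another probe set of Snhg1 was called in the opposite direction.

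**Figure D2:**
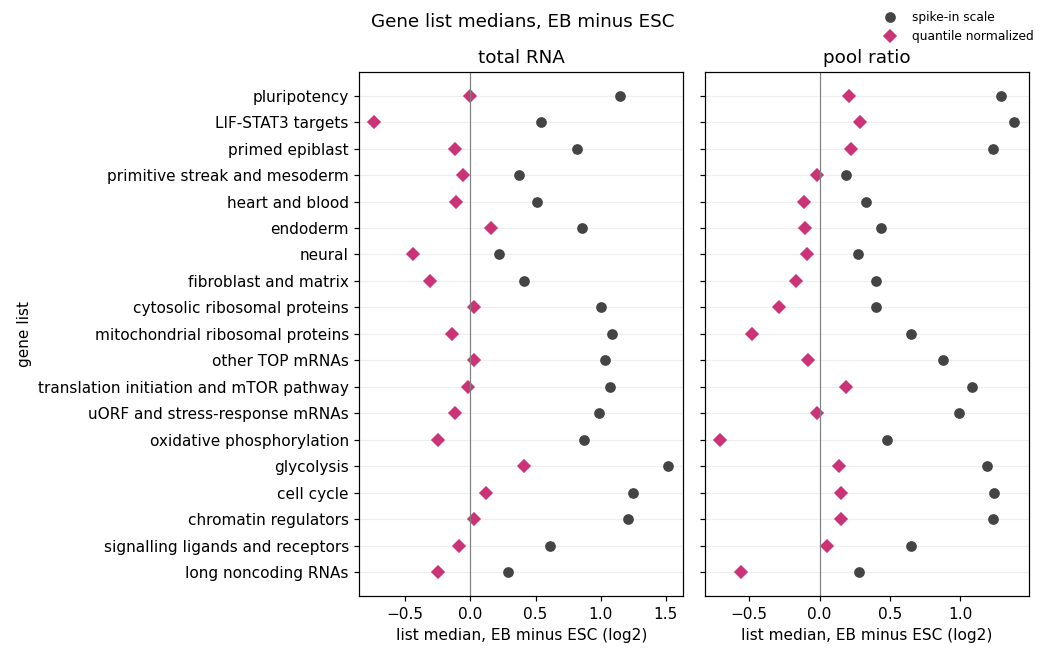
Median log2 difference, EB minus ESC, of 19 gene lists in total RNA (left) and in the pool ratio (right), on the spike-in scale (circles) and after quantile normalization (diamonds). Glycolysis stands at 1.52 and 0.41 in total RNA; in the pool ratio oxidative phosphorylation stands at 0.48 on the spike-in scale and on the other side of 0, at -0.71, after quantile normalization.

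The pool ratio was compared between states to ask whether mRNAs were distributed differently over the gradient. Suz12, a Polycomb subunit, had a pool ratio of -0.67 ± 0.16 (SD, n = 3) in ESC and 1.67 ± 0.26 in EB, a rise of 2.34 ± 0.24 (SE, adjusted p = 8.01e-19) and of 1.22 relative to all genes. The trafficking gene Rab6a, the nuclear pore gene Nup54, the RNA-binding protein gene Qk, the mRNA export gene Fyttd1 and the Mediator gene Med18 rose by 2.30, 2.30, 2.25, 2.22 and 2.21, and by 1.19, 1.12, 1.10, 1.13 and 1.16 relative to all genes. Nanog had a ratio of -0.53 ± 0.35 in ESC and 1.63 ± 0.07 in EB, and rose by 2.17 (adjusted p = 5.26e-17) and by 1.05 relative to all genes. Sox2 went from -0.66 ± 0.40 to 1.27 ± 0.26, and rose by 1.93 (adjusted p = 5.65e-14) and by 0.84 relative to all genes. Pou5f1 rose by 0.86, from 0.01 ± 0.19 to 0.87 ± 0.13, but stood at -0.36 relative to all genes, not called.

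The secretin gene Sct, the transporter gene Slco2b1, A630026N12Rik, Asphd1, the apolipoprotein gene Apom and the lamin gene Lmna fell, with differences of -1.04, -0.71, -0.66, -0.57, -0.53 and -0.51, and of -1.32, -0.97, -1.03, -0.82, -0.63 and -1.13 relative to all genes; Apom was not called relative to all genes and stood at 0.20 with arrays scaled on the hybridisation controls. Only Sct stayed called with each of the 6 cultures left out in turn; the 5 others lost their call without at least 1 culture. Atf5 rose by 1.22, from -0.90 ± 0.41 to 0.32 ± 0.49 (adjusted p = 1.46e-06 on the shared SE), and stood at 0.74 relative to all genes, not called. Dcc differed by 0.46 (adjusted p = 0.0808), and by -0.06 relative to all genes (limma adjusted p = 0.857), called on neither scale.

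Of 13250 genes, 8545 rose and 10 fell in pool ratio, and the median of all genes was 0.73 higher in EB. Over left-out cultures the number that fell ranged from 2 without EB replicate 3 to 28 without EB replicate 2. Relative to all genes 554 rose and 684 fell, a share of risers of 44.7% against 99.9% on the deposited scale. After median centring 2030 rose and 2788 fell, and with arrays scaled before the offset 438 and 769. Of the called genes 7984 had no overlap between the states, and of all genes 8733, against 10% expected by chance. Here too the shift of all genes is shared by the genes of an array, so the comparison cannot separate single genes from it. Beside this, the pools of ESC had higher 3' to 5' ratios than those of EB: Actb stood at 3.29 ± 0.711 (log2, SD, n = 3) in ESC and 1.51 ± 0.45 in EB, and Gapdh at 1.66 ± 0.293 and 0.277 ± 0.194 (exact p = 0.1 for each). Pools 3 and 4 held 39.9% ± 3.85 of the summed pool signal in ESC and 55.2% ± 5.61 in EB (exact p = 0.1). These are shares of array signal and need not be shares of the RNA in the gradient. When arrays were scaled on the hybridisation controls, chosen after seeing the data, limma called 0 genes, with 2643 at an unadjusted p under 0.05.

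**Figure D3:**
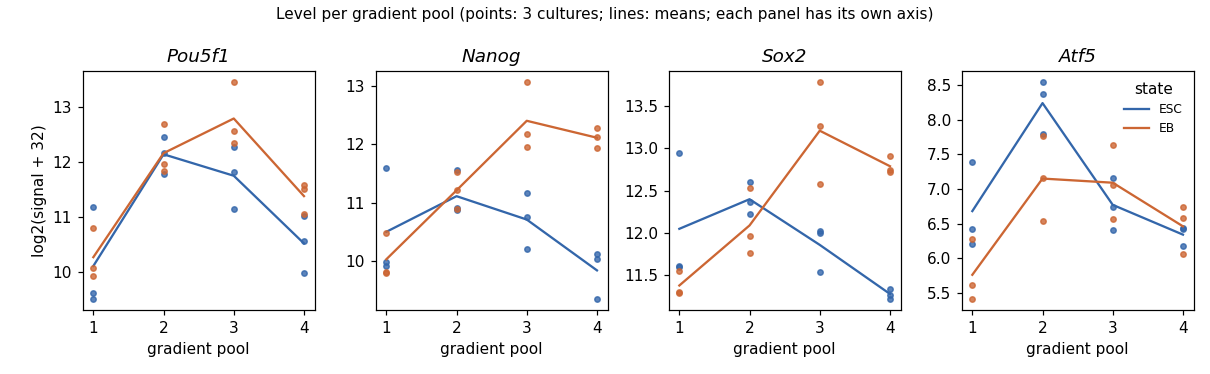
Log2(signal + 32) of Nanog, Sox2, Pou5f1 and Atf5 in pools 1 to 4 of ESC and EB on the spike-in scale, with points for 3 cultures and lines for means; each panel has its own axis. Mean Nanog level peaks in pool 2 in ESC (11.11) and in pool 3 in EB (12.4).

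Of 30 pluripotency genes 29 rose in pool ratio (29 adjusted over the list alone), and 5 rose and 1 fell relative to all genes (5 and 1 adjusted over the list alone), with medians of 1.29 and 0.21, both above 0 as under the 3 other scalings. Camera called the list on both scales (adjusted p = 1.46e-06 and 0.0139), with adjusted p = 0.568 and 0.336 with an estimated correlation. Its medians lay at percentile 92 and 96.3 of random lists of like level, within the middle 95%. Besides Nanog and Sox2, the nuclear receptor gene Nr5a2 led it with a rise of 2.21 and of 1.01 relative to all genes. Of 12 primed epiblast genes 12 rose (12 adjusted over the list alone), and 3 rose relative to all genes. Primed epiblast medians were 1.23 and 0.22, with camera adjusted p = 0.0038 and 0.0408, and adjusted p = 0.568 and 0.366 with an estimated correlation (percentile 96.5 and 93.5 of random lists). Sox4, Otx2 and the methyltransferase gene Dnmt3b rose by 1.97, 1.94 and 1.76, and by 0.79, 0.94 and 0.64 relative to all genes. Of 11 LIF-STAT3 targets 10 rose (10 adjusted over the list alone), and 1 rose relative to all genes. LIF-STAT3 medians were 1.38 and 0.29, with camera adjusted p = 0.00563, and adjusted p = 0.568 with an estimated correlation (percentile 97.9 and 95.7 of random lists). This list was not called by camera relative to all genes (adjusted p = 0.123). The kinase genes Pim3 and Pim1 and the transcription factor gene Klf4 rose by 1.85, 1.70 and 1.66, of which only Pim3 rose relative to all genes, by 0.60.

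Of 71 oxidative phosphorylation genes 34 rose in pool ratio (34 adjusted over the list alone) with a median of 0.48, and relative to all genes 0 rose and 43 fell (2 and 48 adjusted over the list alone) with a median of -0.71. Camera placed these mRNAs lower on both scales (adjusted p = 0.0273 and 5.42e-23, and adjusted p = 0.814 and 0.266 with an estimated correlation). Ndufs1, Uqcrc1 and Sdha, among its larger subunits, rose by 1.67, 1.58 and 1.51 and stood at 0.54, 0.41 and 0.40 relative to all genes, not called. Of 76 mitochondrial ribosomal protein genes 54 rose (55 adjusted over the list alone) with a median of 0.65, and relative to all genes 1 rose and 30 fell (2 and 44 adjusted over the list alone) with a median of -0.48. Camera called them lower only relative to all genes (adjusted p = 4.61e-14, and adjusted p = 0.266 with an estimated correlation; 0.783 on the deposited scale). Mrpl3 rose by 1.92 and 0.82 relative to all genes, and Mrps17 and Mrpl41 by 1.52 and 1.38 with 0.29 and 0.17, not called. Of 43 cytosolic ribosomal protein genes 11 rose (4 adjusted over the list alone) with a median of 0.40, and relative to all genes 0 rose and 5 fell (0 and 5 adjusted over the list alone) with a median of -0.29. They too were placed lower on both scales by camera (adjusted p = 0.00216 and 4.96e-06, and adjusted p = 0.647 and 0.336 with an estimated correlation). Rpl39, Rps25 and Rpl14 rose by 1.28, 0.84 and 0.68, but Rps25 and Rpl14 stood at -0.36 and -0.48 relative to all genes, and none of the 3 was called there. The medians of oxidative phosphorylation and mitochondrial ribosomal protein genes lay at percentile 0 of random lists of like level on both scales. Of 13 long noncoding RNAs 3 rose (3 adjusted over the list alone) with a median of 0.28, and 0 rose and 6 fell relative to all genes (0 and 7 adjusted over the list alone) with a median of -0.56. Camera placed noncoding RNAs lower on both scales (adjusted p = 0.00443 and 0.000632, and adjusted p = 0.568 and 0.266 with an estimated correlation). Tug1, Neat1 and Malat1 rose by 1.09, 0.85 and 0.63, but Malat1 stood at -0.56 relative to all genes. Tug1 and Neat1 stood at 0.07 and 0.11 there, not called. Malat1 ratios overlapped, at -2.05 ± 1.31 (SD, n = 3) in ESC and -1.42 ± 0.79 in EB. Its call too rested on the shared SE.

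Of 19 other TOP mRNAs 16 rose (16 adjusted over the list alone), and 2 rose and 3 fell relative to all genes. TOP mRNA medians were 0.88 and -0.08, and 0.08 after median centring, with camera adjusted p = 0.27. Ipo7, Nap1l1 and Eif2s3x rose by 1.82, 1.53 and 1.43, and another probe set of Ipo7 was called in the opposite direction. Of 36 genes of translation initiation and the mTOR pathway 34 rose (34 adjusted over the list alone), and 2 rose and 1 fell relative to all genes. Translation medians were 1.08 and 0.19, with camera adjusted p = 0.00241, and adjusted p = 0.568 with an estimated correlation. The eIF4A inhibitor gene Pdcd4, Eif5 and Eif1ax rose by 1.85, 1.84 and 1.78, and Pdcd4 and Eif5 also rose relative to all genes, by 0.71 and 0.79. Of 19 uORF and stress-response mRNAs 18 rose (18 adjusted over the list alone), and 1 rose and 1 fell relative to all genes. Stress-response medians were 0.99 and -0.02, and 0.19 after median centring, with camera adjusted p = 0.0323, and adjusted p = 0.643 with an estimated correlation. Ibtk, Asns and Mdm2 rose by 1.60, 1.57 and 1.54, of which only Ibtk rose relative to all genes, by 0.92. All 16 glycolysis genes rose (16 adjusted over the list alone), and 2 rose relative to all genes. Glycolysis medians were 1.19 and 0.14, and -0.02 with arrays scaled before the offset, with camera adjusted p = 0.0043, and adjusted p = 0.568 with an estimated correlation. Pgam1, Hk2 and Aldoc rose by 1.68, 1.68 and 1.66, and relative to all genes Pgam1 and Aldoc rose by 0.54 and 0.55. Of 30 cell cycle genes 29 rose (29 adjusted over the list alone), and 2 rose and 1 fell relative to all genes. Cell cycle medians were 1.24 and 0.15, with camera adjusted p = 0.000101, and adjusted p = 0.568 with an estimated correlation. The mitotic kinase gene Aurkb, Bub1 and the inhibitor gene Cdkn1b rose by 1.94, 1.68 and 1.66, and relative to all genes Aurkb and Cdkn1b rose by 0.89 and 0.73. Of 32 chromatin regulators 30 rose (30 adjusted over the list alone), and 2 rose relative to all genes. Chromatin medians were 1.23 and 0.15, with camera adjusted p = 7.59e-05, and adjusted p = 0.568 with an estimated correlation. After Suz12 came Uhrf1 and Jarid2 at 1.80 and 1.79, of which Uhrf1 also rose relative to all genes, by 0.64. None of the translation and mTOR, stress-response, glycolysis, cell cycle and chromatin lists was called by camera relative to all genes. Their adjusted p there was 0.193, 0.809, 0.176, 0.051 and 0.123. On the deposited scale the medians of 5 of these lists that camera called lay within the middle 95% of random lists of like level: translation and mTOR at percentile 87.1 (98 after quantile normalization), stress response at 37.3, glycolysis at 70.9, cell cycle at 91 and chromatin at 91.2.

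Of 14 primitive streak and mesoderm genes 3 rose (3 adjusted over the list alone), and Eomes rose relative to all genes. Streak medians were 0.19 and -0.02, and camera placed the list lower with adjusted p = 0.00443, and adjusted p = 0.568 with an estimated correlation (percentile 11.4 of random lists). Eomes rose by 1.52 and Bmp4 and Mesp2 by 0.96 and 0.74, but Bmp4 stood at -0.12 relative to all genes and Mesp2 at -0.06 after median centring. Flt1, at 0.52 and at -0.28 after median centring, was the only called gene of 15 of the heart and blood list (0 adjusted over the list alone), and 0 were called relative to all genes. Heart and blood medians were 0.33 and -0.11, and camera placed the list lower with adjusted p = 0.00216, and adjusted p = 0.568 with an estimated correlation, which did not hold against random lists of like level (percentile 54). Of 24 endoderm genes 9 rose (9 adjusted over the list alone), and 0 rose and 3 fell relative to all genes. Endoderm medians were 0.44 and -0.10, and camera placed the list lower with adjusted p = 0.0138, and adjusted p = 0.568 with an estimated correlation, which did not hold against random lists either (percentile 50.3). None of the streak, heart and blood and endoderm lists was called by camera relative to all genes (adjusted p = 0.636, 0.296 and 0.146). Cited1, Apoe and Dab2 rose by 1.04, 0.93 and 0.92, but Apoe stood at -0.12 relative to all genes. Cited1 and Dab2 stood at 0.51 and 0.13 there, not called. Of 12 neural genes 4 rose (4 adjusted over the list alone), and 1 rose relative to all genes. Neural medians were 0.27 and -0.09, with camera adjusted p = 0.0717. Neurod1, Tubb3 and Elavl3 rose by 1.48, 0.98 and 0.89, but Tubb3 stood at -0.10 relative to all genes. Elavl3 stood at 0.07 there, not called, and Neurod1 at 0.75, called. Of 14 fibroblast and matrix genes 5 rose (5 adjusted over the list alone), and 1 fell relative to all genes. Fibroblast and matrix medians were 0.40 and -0.17, with camera adjusted p = 0.0856. Ccn2, the vimentin gene Vim and Fn1 rose by 1.24, 1.03 and 0.99, but Vim and Fn1 stood at -0.12 and -0.19 relative to all genes. Ccn2 stood at 0.17 there, and none of the 3 was called. Of 33 signalling ligands and receptors 20 rose (20 adjusted over the list alone), and 1 fell relative to all genes. Signalling medians were 0.65 and 0.05, and -0.15 after median centring, with camera adjusted p = 0.691. Fzd7, Ptch1 and Bmpr1a rose by 1.66, 1.39 and 1.35, and another probe set of Ptch1 was called in the opposite direction.

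Within each state the pool ratio was set against 0 to ask which mRNAs lay in pools 3 and 4 or in pools 1 and 2. In ESC the highest ratios were those of Ankrd17 (2.04 ± 0.17, SE, n = 3), the splicing factor gene Srrm2 (1.83), Tfcp2l1, a transcription factor of naive pluripotency (1.62), the co-chaperone gene Fkbp4 (1.61) and the proteasome gene Psmb5 (1.60). The lowest were ND5, a gene of the mitochondrial genome (-3.40), Selenow (-2.23), the ATP synthase gene Atp5md (-2.19), the nuclear noncoding RNA Malat1 (-2.05) and Tmsb4x (-2.02). In EB the highest were Trim71, a target of let-7 microRNAs (3.04), Rcc2 (3), Fkbp4 (2.96), Ampd2 (2.78) and Ankrd17 (2.75), and the lowest were ND5 (-3.62), Cops9 (-2.10), Selenow (-1.99), the complex I gene Ndufc1 (-1.93) and Timm8b (-1.77). These genes kept their sign and their call relative to all genes, with values from -2.84 for ND5 to 2.33 for Ankrd17 in ESC and from -4.05 for ND5 to 2.23 for Trim71 in EB.

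Cytosolic ribosomal protein mRNAs lay toward pools 1 and 2 on the deposited scale. In ESC 1 was above and 38 below 0 of 43 (1 and 40 adjusted over the list alone), and in EB 2 and 28 (2 and 28 adjusted over the list alone). Their medians were -0.91 in ESC and -0.45 in EB, with camera adjusted p = 3.25e-21 and 5.11e-17, and adjusted p = 0.929 and 0.549 with an estimated correlation. Relative to all genes 6 were above and 6 below in ESC (median -0.06) and 1 and 18 in EB (median -0.20). Camera placed them lower in EB on that scale (adjusted p = 0.000285, and adjusted p = 0.33 with an estimated correlation). In ESC it did not call them there (adjusted p = 0.681). The ESC median was -0.80 after median centring, -0.75 with arrays scaled before the offset and 0.16 with arrays scaled on the hybridisation controls. In EB these were -1.15, -1.48 and -0.04. Among random lists of like level the deposited medians lay at percentile 0 in both states, and at 23.3 and 1.1 after quantile normalization. Of 71 oxidative phosphorylation mRNAs 5 were above and 39 below in ESC (6 and 42 adjusted over the list alone), and 27 and 24 in EB (28 and 24 adjusted over the list alone). The ESC median was -0.45, and 0.64 with the hybridisation controls, and the EB median was 0.02, and -0.93 relative to all genes. Camera gave adjusted p = 8.66e-10 and 2.87e-08, and adjusted p = 0.613 in EB and 0.929 in ESC with an estimated correlation. Against random lists of like level the respiratory mRNAs lay at percentile 11.6 in ESC and 0 in EB, and at 0.7 and 0 after quantile normalization.

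Of 30 cell cycle mRNAs 12 were above and 4 below in ESC (13 and 4 adjusted over the list alone), with 14 not called, and 29 and 0 in EB (29 and 0 adjusted over the list alone). Medians were 0.25 and 1.56, and 0.47 and 0.64 relative to all genes, with camera adjusted p = 6.55e-05 and 6.31e-09, and adjusted p = 0.929 and 0.549 with an estimated correlation. Of 32 chromatin regulators 8 were above and 3 below in ESC (11 and 3 adjusted over the list alone), with 21 not called, and 31 and 0 in EB (31 and 0 adjusted over the list alone). Medians of these were 0.12 and 1.45, and 0.36 and 0.59 relative to all genes, with camera adjusted p = 6.55e-05 and 4.94e-09, and adjusted p = 0.929 and 0.549 with an estimated correlation. Of 16 glycolysis mRNAs 4 were above and 3 below in ESC (4 and 3 adjusted over the list alone) and 16 and 0 in EB (16 and 0 adjusted over the list alone). Glycolysis medians were 0.05 and 1.37, and 0.33 and 0.65 relative to all genes, with camera adjusted p = 0.0102 and 5.7e-05, and adjusted p = 0.929 and 0.549 with an estimated correlation. These 3 lists had medians above 0 under all 5 scalings in each state.

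Of 13 long noncoding RNAs 3 were above and 6 below in ESC (3 and 6 adjusted over the list alone) and 3 and 5 in EB (3 and 5 adjusted over the list alone). Their medians were -0.28 and -0.18, then -0.39 and -0.58 relative to all genes, and 0.24 and 0.03 with the hybridisation controls. Camera placed them lower with adjusted p = 0.00114 and 1.15e-05, and adjusted p = 0.929 and 0.448 with an estimated correlation (percentile 16.7 and 0 of random lists, and 0.1 and 0 after quantile normalization). Relative to all genes camera did not call them in ESC (adjusted p = 0.335). It placed them lower in EB (adjusted p = 0.00238, and adjusted p = 0.179 with an estimated correlation). Of 30 pluripotency mRNAs 5 were above and 9 below in ESC (6 and 9 adjusted over the list alone) and 29 and 0 in EB (29 and 0 adjusted over the list alone). The pluripotency median was -0.11 in ESC, and 0.13 relative to all genes, and 1.31 in EB. In ESC camera did not call this list (adjusted p = 0.608), whose median and mean were below 0. In EB camera placed it higher (adjusted p = 4.45e-06, and adjusted p = 0.549 with an estimated correlation).

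Other TOP mRNAs stood at 0 above and 12 below of 19 in ESC (2 and 12 adjusted over the list alone), with a median of -0.52, and 0.05 relative to all genes. Camera gave adjusted p = 0.00808 in ESC, and adjusted p = 0.929 with an estimated correlation (percentile 23.4 of random lists); in EB 11 were above and 2 below (median 0.46, and -0.24 after median centring). In EB camera also placed LIF-STAT3 targets (median 1.26) and the translation and mTOR list (1.02) higher, with adjusted p = 0.0161 and 0.00631, and adjusted p = 0.549 and 0.613 with an estimated correlation (percentile 91.5 and 92.4 of random lists). The streak (-0.04) and heart and blood (-0.03) lists were placed lower with adjusted p = 0.0244 and 0.00271, and adjusted p = 0.613 and 0.549 with an estimated correlation. Relative to all genes the translation and mTOR list stayed called in EB (adjusted p = 0.0289, and adjusted p = 0.242 with an estimated correlation). The LIF-STAT3, streak and heart and blood lists did not (camera adjusted p = 0.184, 0.299 and 0.0661). Mitochondrial ribosomal protein mRNAs stood at 5 above and 28 below of 76 in ESC (7 and 31 adjusted over the list alone) and at 46 and 11 in EB (46 and 11 adjusted over the list alone). Their medians were -0.24, and 0.81 with the hybridisation controls, in ESC and 0.51, and -0.48 relative to all genes, in EB. Camera did not call them on the deposited scale (adjusted p = 0.183 and 0.263), nor any list not named here. In EB their median nevertheless lay at percentile 0 of random lists on both scales, and relative to all genes 9 were above and 47 below and camera placed them lower (adjusted p = 3.38e-07, and adjusted p = 0.242 with an estimated correlation).

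Over all genes 929 were above and 2441 below 0 in ESC (27.6% above), and 2192 and 2128 relative to all genes (50.7%). Without ESC replicates 1, 2 and 3 these were 767 and 1020, 437 and 2454, and 575 and 1596. In EB 7990 were above and 530 below (93.8%), and 3079 and 2545 relative to all genes (54.7%), but most called genes lay below 0 after median centring (3634 above and 5333 below) and with arrays scaled before the offset (2770 and 4280). The median of all genes was -0.14 in ESC and 0.56 in EB. The majority below 0 in ESC was absent relative to all genes and depended on how pools were combined: 3081 genes were above and 374 below 0 for pools 3 and 4 minus pool 1, which leaves out pool 2 alone and was chosen after seeing the data, 924 and 135 for pool 4 minus pool 1, and 1232 and 1012 for the slope over pools. With arrays scaled on the hybridisation controls, 6754 were above and 23 below. The ESC count of 3370 was 1787 without ESC replicate 1, 2171 without ESC replicate 3, and 143 with a variance per gene without moderation, chosen after seeing the data.

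The states were also compared pool by pool, where on the deposited scale most calls were in pools 3 and 4. Nanog levels were 10.5, 11.11, 10.71 and 9.84 in pools 1 to 4 of ESC and 10.03, 11.21, 12.4 and 12.11 in EB, and Sox2 levels were 12.05, 12.4, 11.86 and 11.28 in ESC and 11.38, 12.09, 13.21 and 12.79 in EB. Pou5f1 stood at 10.11, 12.14, 11.75 and 10.52 in ESC and at 10.27, 12.16, 12.79 and 11.38 in EB. In pool 1 limma called 0 genes, with 361 at an unadjusted p under 0.05; relative to all genes 828 rose and 865 fell, and 85 were called without ESC replicate 1. In pool 2, 276 genes rose and 43 fell (median of all genes 0.36), against 444 and 501 relative to all genes and 2213 called with the replicate number as a block. The 319 genes called there became 153, 71 and 80 without ESC replicates 1, 2 and 3, and 126, 1780 and 163 without EB replicates 1, 2 and 3. In pool 3, 7275 rose and 11 fell (median 0.98), against 1546 and 1503 relative to all genes; the count of 7286 was 3308 without ESC replicate 2 and 4169 without ESC replicate 3. In pool 4, 9990 rose and 49 fell (median 0.84), against 2047 and 1931 relative to all genes. After median centring more genes fell than rose in pools 2, 3 and 4 (200 up and 377 down, 1522 and 2950, 2887 and 5021). With arrays scaled on the hybridisation controls only 268 rose and 28 fell in pool 3 and 240 and 58 in pool 4, and with a variance per gene limma called 0 genes in pool 3 (5526 at an unadjusted p under 0.05). Over left-out cultures the genes that fell numbered 6 to 28 in pool 3 and 30 to 80 in pool 4. Mean signal in pool 1 was 127 ± 86.2 (SD, n = 3) in ESC, where replicate 1 was at 226 and the others at 72.4 and 81.3, and 126 ± 29 in EB (exact p = 1). The ratio of EB to ESC in pool 1 was 1.64 without that culture and 0.996 with it. Mean signal was 270 ± 73.5 and 384 ± 127 in pool 2 (exact p = 0.3), in pool 3 158 ± 49 and 394 ± 164 (exact p = 0.1), and in pool 4 97.8 ± 14.5 and 232 ± 19.2 (exact p = 0.1). The exact p of pool 2 takes no account of the pairing by replicate number. Within replicate numbers 1, 2 and 3 the EB array of pool 2 was higher each time. It stood at 425, 241.8 and 486.4, against 300.8, 185.9 and 322.7 in ESC.

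Changes in total RNA and in pool ratio were compared across genes to ask whether mRNAs that rose in abundance also moved along the gradient. The correlation across 13250 genes, which are not independent replicates, was r = 0.53 (Spearman's rho 0.57), and r = 0.12 (rho 0.13) relative to all genes. In the brighter 6625 genes r was 0.17 on the deposited scale. Relative to all genes 66 genes rose in both and 114 fell in both. Independent calls would give 36.3 and 41.7 (Fisher test over genes, p = 1.74e-06 and 7.92e-24). Total RNA and pools came from the same cultures, and genes are not independent replicates. That test therefore cannot decide whether the overlap exceeds chance. The correlation was not set against chance. Otx2 rose in both on either scale, and Nanog did as well.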

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

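Of the tests in this part, the permuted groupings, the quantile-normalized values of all genes that moved across 0, and the fit without the EB pool 2 array that stood apart were chosen before the data were examined, and all others only after the result was seen.

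In 1077 genes the pool ratio was called below 0 in ESC and above 0 in EB with a called difference between the states. Nanog (EB minus ESC 2.17) and Sox2 (1.93) were among them, which means that the side of 0 on which these mRNAs lay differed between the states on the deposited scale; 927 genes were called above 0 and 403 below 0 in both states. The count of 1077 was 310 without ESC replicate 1, 622 without ESC replicate 3, 582 with the smaller offset, 579 without the filter on dim probe sets and 582 with the culture as a random block. It was 168 after median centring, 51 with arrays scaled before the offset, none on the hybridisation controls, 375 for the slope, 219 for pools 3 and 4 minus pool 1, 32 for pool 4 minus pool 1 and 28 with a variance per gene. Of 19 other settings Nanog and Sox2 both met the criterion in 9, only Sox2 with the slope, only Nanog with arrays scaled before the offset, and neither in 8. No outlier test was run, because every group had 3 cultures.

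Control probe sets for repeats and ribosomal RNA were on the arrays and not part of any comparison. The B1 and B2 repeat probe sets had mean log2 values of 10.6 and 14.3 over the 30 arrays and the 18S rRNA probe set 8.43, against 3.19 for a negative control. B1 signal was 12.7 ± 1.03 (SD, n = 3) in pool 1 and 9.16 ± 0.0889 in pool 4 of ESC, and 11.9 ± 0.653 and 9.04 ± 0.26 in EB, a difference that was not tested. B2 signal in pools 1 and 4 was 14 ± 0.853 and 12.9 ± 0.163 in ESC, and 14.1 ± 0.577 and 14 ± 0.327 in EB. For 18S rRNA these values were 8.56 ± 1.03 and 6.5 ± 1.21 in ESC, and 8.45 ± 0.665 and 7.92 ± 0.895 in EB. In EB both were highest in pool 2 (15.2 and 9.9), and these differences were not tested either.

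Regrouping the 6 cultures gives 10 splits into 3 and 3, too few for a share under 0.05. In total RNA 1 split, the real one, called as many genes as it did (10496, highest other 0). The same held for the pool ratio (1 split, 8555 against 0), pool 3 (1, 7286 against 0), pool 4 (1, 10039 against 0) and pool 2 (1, 319 against 4, and 0 among splits that part the replicate pairs); in pool 1 all 10 called 0. When pools were paired at random within cultures, 3 of 100 pairings including the real one called at least the 3370 genes of ESC and 2 of 100 at least the 8520 of EB. The highest other counts, 6521 and 9148, lay above the real ones. Which pairings gave these counts, and why, was not tested.

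Signal relative to the spike-in RNAs was higher in EB than in ESC; a shortfall of spike-in RNA common to all EB pools would raise each pool alike, but log2 mean signal in pool 4 minus pool 1 was -0.18 ± 0.749 (SD, n = 3) in ESC and 0.901 ± 0.237 in EB, a difference of 1.08 ± 0.454 (SE), which argues against it as the whole cause. The difference was 0.666 ± 0.247 without ESC replicate 1, whose pool 1 signal was the highest. It was 1.19 ± 0.739 without ESC replicate 3, within 2 SE. Every EB culture was above every ESC culture each time. The hybridisation controls showed a like contrast. In ESC they stood at 11.71, 10.49 and 11.08 in pool 1 and at 9.6, 9.81 and 10.31 in pool 4. In EB these values were 10.48, 10.85 and 11.92, and 10.69, 10.64 and 11.56. The contrast therefore argues only against a shortfall equal in all pools, and a shortfall that differed between pools remains open. A shortfall in the EB total RNA alone remains possible. The signal summed over pools was 1.74 times higher in EB (exact p = 0.2), and 1.66, 1.75 and 1.85 times within replicate numbers. These ratios would speak against such a shortfall only if numbers paired the cultures in all pools and summed signal measured amounts. The correlations showed such pairing for pools 1 and 2 only. Pool yields were not used, so the second condition was not tested. All pools of both states shared the floor of their number (3.8, 2.93 and 3.35), which ties the arrays of a number together. Whether it also pairs the cultures was not tested. Loss of 5' sequence in ESC RNA could lower its signal, but the 3' probe sets of Actb and Gapdh were still 0.97 ± 0.207 (SE) higher in EB total RNA, which argues against 5' loss as the whole cause. In total RNA the hybridisation controls rose with the signal, from 11.4 ± 0.279 in ESC to 12.2 ± 0.445 in EB (exact permutation p = 0.1). Scaling on them lowered the median difference of all genes from 0.96 to 0.3. These values go with a shortfall of spike-in RNA in EB total RNA, which stays open. A larger amount of mRNA per unit of spike-in in EB is open as well. The time at which spike-ins were added would decide between them.

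After quantile normalization camera placed oxidative phosphorylation and mitochondrial ribosomal protein mRNAs lower in pool ratio EB minus ESC than other genes (adjusted p = 5.42e-23 and 4.61e-14), with adjusted p = 0.266 for each with an estimated correlation; on the deposited scale adjusted p was 0.0273 and 0.783, and 0.814 and 0.962 with an estimated correlation. Brightness was argued against, because the medians of the lists lay at percentile 0 of random lists of like level on both scales. Short mRNAs of any function may lag, since short coding regions hold few ribosomes: cytosolic ribosomal protein mRNAs lay at percentile 0.3 after quantile normalization, while proteasome mRNAs lay at 16.8. Transcript lengths were not used here, so this remains open.

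The genes that moved across 0 were also weighed against scaling. After quantile normalization 21.5% of the 1077 were called higher in EB, against 4.2% of all genes, and 47 genes met the whole criterion, 42 of them shared, so scaling remains open for most. For Nanog and Sox2 the rise stayed called (adjusted p at most 0.0156), which argues against the shift removed by quantile normalization as its whole cause, although the ESC ratios were then not below 0 by test (-0.20, adjusted p = 0.182, and -0.16, adjusted p = 0.388). Over the 20 other settings adjusted p ranged from 1.64e-15 to 0.0882 for Nanog and from 8.27e-12 to 0.105 for Sox2, highest with arrays scaled on the hybridisation controls, whose own spread between arrays is wide. Without EB replicate 3, whose pool 2 array stood apart, 91.5% of the 1077 met the criterion again, which argues against that array as the cause.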

How the results depend on the processing

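Settings chosen only after the results were seen were leaving out cultures for single values, scaling before the offset, scaling on the hybridisation controls, the ratio without pool 2 and the variance per gene; quantile normalization of gene lists was added as well. Most calls between the states rested on the scaling between arrays. After quantile normalization 911 of 10496 total RNA calls kept their direction and 458 were called in the opposite one. In the pool ratio EB minus ESC these were 561 and 108 of 8555, so most calls were lost rather than reversed. Within ESC 2906 of 3370 calls kept their direction and 2 were called in the opposite one. The replicate number as a block raised the counts of pools 2 and 3. Leaving out cultures moved the counts of pools 1, 2 and 3 and of the ESC ratio, and left the total RNA and pool ratio counts EB minus ESC within 1.5 times, apart from the genes that fell in pool ratio (10, and 2 to 28); RNA quality, the share of signal in pools 3 and 4 and the mean signals of total RNA, of pools 2 to 4 and of their sum kept their direction, and that of pool 1 did not. Of 2933 results of named genes over the settings, 2537 stayed, 338 were weaker, 4 stronger, 10 moved and 44 reversed in sign. Unless a cause is given, the cause was not tested.

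After quantile normalization, which removes the shift of all genes, counts were 1675 in total RNA, 1238 in the pool ratio EB minus ESC, 5624 in the EB ratio, and 1693, 945, 3049 and 3978 in pools 1 to 4. With median centring they were 4385 in total RNA (1667 up, 2718 down), 4818 in the pool ratio, and 829, 577 and 4472 in pools 1, 2 and 3. With arrays scaled before the offset they were 2081 in total RNA (1025 and 1056), 1207 in the pool ratio (438 and 769), and 1727, 1064, 3245 and 4197 in pools 1 to 4. With arrays scaled on the hybridisation controls they were 2408 in total RNA (2304 and 104), 6777 in the ESC ratio (6754 and 23), 296 in pool 3 and 298 in pool 4, and limma called 0 genes in the pool ratio EB minus ESC (2643 at an unadjusted p under 0.05) and 0 in pool 2 (118); the controls themselves ranged from 9.6 to 13.91.

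The smaller offset gave 11 genes in pool 1 and 147 in pool 2, and the larger offset gave 15 in pool 2 and 3301 in pool 3. Without the filter on dim probe sets 2176 were called in the ESC ratio and 1 in pool 2. With the replicate block 2213 were called in pool 2 and 11120 in pool 3. In pool 3 the pairs correlated at 0.45, 0.36 and 0.1, the last not above the limit, and each of the 3 correlated best with its own number, a hint of pairing. In total RNA, where the pairs stood at 0.02, 0.03 and 0.04, each did so too; in the pool ratio 2 of 3 did (0.24, 0.11 and 0.05), and in pool 4 only 1 did (0.32, 0.01 and 0.03). The slope over pools gave 2244 in the ESC ratio, and pool 4 minus pool 1 gave 1059 there and 5530 for EB minus ESC. A variance per gene gave 143 in the ESC ratio, 0 in pool 2 (limma, 1210 at an unadjusted p under 0.05) and 0 in pool 3 (5526).

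Leaving out ESC replicate 1 gave 1787 in the ESC ratio, 85 in pool 1 and 153 in pool 2. Without ESC replicate 2 there were 71 in pool 2 and 3308 in pool 3, and without ESC replicate 3 there were 2171 in the ESC ratio, 80 in pool 2 and 4169 in pool 3. Without EB replicates 1, 2 and 3 pool 2 gave 126, 1780 and 163. The ranges over left-out cultures were 1787 to 3937, 0 to 85, 71 to 1780 and 3308 to 8440 for the ESC ratio and pools 1, 2 and 3. Mean signal of pool 1, EB over ESC, ranged from 0.821 to 1.64 around 0.996, with 1.64 without ESC replicate 1, and that of the sum of pools from 1.52 to 2.04.

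With an estimated correlation camera called 0 lists in total RNA, 0 in the pool ratio EB minus ESC, 0 within ESC and 0 within EB, against 12, 14, 7 and 11. After quantile normalization it called 6, 6 and 3 in total RNA, the pool ratio and ESC. The correlation of total RNA and pool ratio changes was 0.21 and 0.70 with the smaller and the larger offset, 0.12 after quantile normalization, 0.68 without the filter, 0.16 and 0.36 with arrays scaled before the offset and on the hybridisation controls, and 0.48 to 0.54 over left-out cultures (0.51 without ESC replicate 3, 0.48 and 0.50 without EB replicates 2 and 3).

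In total RNA the sign reversed with median centring for Msx1 (-0.46), Tek (-0.25), Flt1 (-0.29), Etv2 (-0.32), Pax6 (-0.039), Pou5f1 (-0.29), Sox2 (-0.044) and Atf5 (-0.98). Scaling before the offset reversed Msx1 (-0.045), Rpl7 (-0.073), Rps9 (-0.10), Gas5 (-0.18), Pou5f1 (-0.54), Sox2 (-0.30) and Atf5 (-0.84). Quantile normalization reversed Tug1 (-0.043), Pou5f1 (-0.30) and Atf5 (-0.92), and the hybridisation controls Pou5f1 (-0.039). Of all reversed values only those of Atf5, and of Pou5f1 with scaling before the offset, were called.

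In the pool ratio quantile normalization reversed Bmp4 (-0.12), Apoe (-0.12), Tubb3 (-0.10), Vim (-0.12), Fn1 (-0.19), Rps25 (-0.36), Rpl14 (-0.48), Malat1 (-0.56) and Pou5f1 (-0.36). Dcc, called on neither scale, also changed sign there, from 0.46 to -0.06. It is not counted among the 44 reversed results. Scaling before the offset reversed Bmp4 (-0.071), Apoe (-0.24), Tubb3 (-0.14), Vim (-0.044), Fn1 (-0.15), Rps25 (-0.24), Rpl14 (-0.40), Malat1 (-0.47) and Pou5f1 (-0.35). Median centring reversed Mesp2 (-0.06), Flt1 (-0.28), Rpl14 (-0.12) and Malat1 (-0.17), the hybridisation controls Apom (0.20) and Malat1 (-0.006), and pool 4 minus pool 1 reversed Slco2b1 (0.003).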

Other observations

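All tests and all lists in this part, apart from the list of long noncoding RNAs, were chosen only after the results were seen; only the germline list left out the genes that prompted it.

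Dazl had the largest rise in total RNA. Of 27 germline genes tested 25 rose on the deposited scale, and 8 rose and 0 fell relative to all genes (10 and 0 adjusted over the list alone), with medians of 1.29 and 0.33 and a median above 0 under all 5 scalings. The germ-cell ADP/ATP carrier gene Slc25a31 rose relative to all genes by 1.63, the meiotic cohesin gene Rec8 by 0.85, Taf7l by 0.80 and the piRNA helicase gene Mov10l1 by 0.66. The list was called by camera relative to all genes (adjusted p = 0.000375), and adjusted p = 0.0328 with an estimated correlation; on the deposited scale these were 0.0578 and 0.753. The adjustment covers only the 5 lists added after seeing the genes. With 19 of 27 not called relative to all genes, this is in line with a rise of part of the germline genes beside Dazl, in a minority of cells or in many, which arrays of whole cultures cannot separate.

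Aminoacyl-tRNA synthetase mRNAs went the other way in total RNA. On the scale relative to all genes 0 of 19 rose and 10 fell (0 and 12 adjusted over the list alone), with a median of -0.54 (camera adjusted p = 3.78e-07, and adjusted p = 0.0328 with an estimated correlation), although 18 rose on the deposited scale (median 0.72), where camera did not call the list (adjusted p = 0.915, and adjusted p = 0.969 with an estimated correlation). The list was chosen after its members were seen, so these values describe the group and do not test it. Mars1, Tars, Nars and Yars stood at -0.95, -0.80, -0.74 and -0.71 relative to all genes, and at 0.22, 0.40, 0.45 and 0.55 on the deposited scale. Immediate-early genes were split: of 18, 6 rose and 3 fell relative to all genes (9 and 4 adjusted over the list alone), with Jun, Dusp1, Fos and Egr1 at 2.09, 1.21, 0.93 and 0.74 and Junb and Zfp36 at -1.64 and -0.93 (camera adjusted p = 0.0562).

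Proteasome, CCT chaperonin and aminoacyl-tRNA synthetase mRNAs lay toward pools 3 and 4 of both states relative to other genes, in lists likewise chosen after the genes were seen. Relative to all genes 28 of 32 proteasome mRNAs were above 0 in ESC and 26 in EB (medians 0.73 and 0.85), 7 and 8 of 8 CCT mRNAs (0.82 and 0.77), and 16 and 16 of 19 synthetase mRNAs (0.87 and 0.79). On the deposited scale these were 16, 3 and 12 in ESC and 32, 8 and 19 in EB, so in ESC the place in pools 3 and 4 held for only part of them. Their medians were above 0 under all 5 scalings, and camera gave adjusted p at most 0.0168 relative to all genes with an estimated correlation, against 0.194 to 0.522 on the deposited scale. Relative to all genes Psmb5, Psmd1 and Psmc3 reached 1.89, 1.70 and 1.69 in ESC, Cct7 and Cct8 1.27 and 1.25, and Aars and Mars1 1.65 and 1.53. Whether these groups share a position for a common reason was not tested.

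If pool 1 holds RNA with few ribosomes and pool 4 RNA with many, noncoding RNAs and mitochondrially encoded mRNAs should lie toward pool 1. The median pool ratio of long noncoding RNAs in EB, relative to all genes, lay at percentile 0 of random lists of like level, but this list and the low ratios of ND5 and Malat1 prompted the idea, so they do not test it and the order of the pools remains open. An array of fractions with known ribosome number would test it. If germline genes rose in a few cells, single-cell counts of Dazl at day 5 would show it.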
